A study of Fraxinus excelsior with 182 samples. Its data were reported in "Fraxinus excelsior updated long-read genome reveals the importance of MADS-box genes in tolerance mechanisms against ash dieback" (2025).

How the data were processed

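Leaf RNA of 182 Danish accessions of European ash (Fraxinus excelsior), each a separate tree with 1 library, was sequenced as 100 bp Illumina reads in an earlier study by Harper and colleagues. The authors of the present series trimmed these reads with Trimmomatic, quantified them with Salmon 0.8 against the coding sequences predicted in their long-read ash genome, and imported the estimates with tximport in R 4.3.3. The deposited values are TPM, a length-normalized transcript abundance, which the authors scaled for coding length and to a sum of 1000000 in every tree. TPM keeps no record of depth, so the number of reads behind a value is unknown and no counting interval was given. Because TPM values of a tree share a fixed sum, a few abundant genes can lower the values of all others. Salmon divides a read that matches several similar transcripts among them, so values of similar MADS-box paralogs are uncertain. The coding sequences were not used here, and genome positions are not given.

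The labels name each tree and its tissue. All 182 trees therefore formed 1 group, and no groups of trees were compared. The study's regression of TPM on ash dieback damage was not run, since damage scores per tree were not used here. Relations between genes across trees were measured instead. Trees were treated as independent, and relatedness among them was not modelled.

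The genes described were fixed before the data were examined. They were 11 MADS-box genes and 40 other genes in 9 lists, taken from annotations that the study gave for its damage-associated genes. Those genes were chosen by the study on these same trees, so their covariation is not independent evidence of a link with damage. The 4 lead genes were Fe_g19663, Fe_g22999, Fe_g40353 and Fe_g18379. Genes were named by a rule fixed at the same time. It took the MADS-box genes, up to 4 members of each other list with the largest absolute r with a lead gene, the 2 identifiers with the highest and the 2 with the lowest r for each lead gene, the 2 genes with the highest mean TPM, the 2 on/off genes with the most even split, and the identifiers that lie between members of the 2 runs of MADS-box identifiers. Exceptions are stated where they occur.

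Pairs of MADS-box genes were compared with Spearman's rho and Pearson's r on TPM. Each had a two-sided permutation test with 100000 resamples, and 1e-05 was the smallest p these can give. Intervals of rho are 95% bootstrap intervals from 2000 resamples of trees. Gene levels were checked for separate clusters of trees with a Gaussian kernel density of log2(TPM + 1), in which the density between 2 peaks had to fall under 0.5 of the lower peak with at least 18 trees on each side. Fe_g18379 met this rule, so its correlations were computed within each side and not pooled. That gave 65 tests, 45 over all trees and 10 on each side of the minimum, and Benjamini-Hochberg adjustment was made over the 65 tests in place of the 55 pairs that had been planned.

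Co-expression with a lead gene was tested with limma 3.58.1 (eBayes with trend) in R 4.3.3 on log2(TPM + 1), with the standardized log2(TPM + 1) of the lead gene as the only covariate. A slope is the change in log2(TPM + 1) per SD of the lead gene, and this scale understates the change of low genes. Genes with at least 1 TPM in at least 19 trees were tested, and a call was a Benjamini-Hochberg adjusted p of 0.05 or less. Genes with an absolute r of 0.5 or more on the same scale were also counted, and counts for the other lead genes include Fe_g18379, whose pooled r is not given. For Fe_g18379 the fit planned on all trees was made within each side of its density minimum. Each fit was repeated with the lead gene's values permuted over trees 100 times. The median r of each list was placed, as planned, among 10000 random lists of the same size, drawn from the 250 genes on either side of each member in order of mean TPM. Because the study chose the members for their relation to 1 trait on these trees, and the random lists were matched on mean TPM only, that choice alone can give extreme positions, and they are not given. Spreads of list medians came from 200 bootstrap samples of trees, and those of the shares of variance from 50.

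The procedure was tested on simulated data, in which values of 31002 genes were shuffled over trees and 50 genes at each size were given a known correlation. The shuffling removed the correlation between genes, and few genes were changed, so the recovery need not hold in the real fits. In the real fit with Fe_g19663, 11.6% of genes were called, which eases the adjusted threshold, and Fe_g6398 was called at an r of 0.205. With Fe_g19663 as lead over 182 trees, 12% of genes at an absolute r of 0.2, 58% at 0.3 and 100% at 0.4 were called. With Fe_g18379 as lead in the trees above its minimum, 68% were called at 0.4. With the same lead in the other 76 trees, 28% were called at 0.4 and 84% at 0.5. Of the genes left unchanged, 11 were called with Fe_g19663, 9 with Fe_g22999 and 7 with Fe_g40353. With Fe_g18379 such false calls numbered 1 above its minimum and 11 below it. The permutation test of pairs called 5% of 100 simulated pairs with no correlation and 99% of those at 0.3 over 182 trees.

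Alternatives fixed before the data were examined were pseudocounts of 0.1 and 5 TPM, no low-value filter, a mean of at least 5 TPM, division by a median-of-ratios factor per tree, adjustment for the first 5 principal components or for the number of genes detected per tree, rank correlation, and each of 2 random subsets of 91 trees. The 18 trees with the highest score on the first principal component were left out in an alternative chosen after seeing the data, as was the pooling of all trees for Fe_g18379. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all other steps.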

Results

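The deposited data held TPM values of 42665 gene models in the leaves of 182 Danish ash trees. Of these gene models, 1817 were at 0 in every tree. A tree had 33651 ± 521 genes above 0 TPM (SD, n = 182), with a range from 31244 to 34889. The 10 most abundant genes of a tree held 6.67% ± 2.34 (SD, n = 182) of its TPM, and between 4.25% and 19.99%. Fe_g32504 and Fe_g25603 had the highest mean levels, at 7027 ± 3878 and 6829 ± 9172 TPM (SD, n = 182). Depth per tree is unknown. Over the 31003 genes that passed the filter on low values, Pearson's r between 2 trees on log2(TPM + 1) had a median of 0.915 and a range from 0.692 to 0.961. No trees had identical values.

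The first question was how the MADS-box genes that the study linked to ash dieback damage are expressed in leaves. SOC1-like genes are related to a promoter of flowering and SVP-like genes to a repressor of flowering. The study places the JOINTLESS-like genes among dormancy MADS-box genes and gives JOINTLESS a link with senescence. The JOINTLESS-like gene Fe_g36254 had the highest mean level of the 11 genes, at 100.0 ± 22.4 TPM (SD, n = 182). It was also the least variable, with a coefficient of variation of 22.4%. The SOC1-like gene Fe_g19663 was at 12.7 ± 9.55 TPM (SD, n = 182), and it ranged from 0 to 46.4 TPM. Its coefficient of variation of 75.3% exceeded that of 90.6% of 500 genes of similar mean level. The SVP-like gene Fe_g22999 was at 16.8 ± 9.31 TPM (SD, n = 182) and ranged from 0.582 to 36.7 TPM. The SOC1-like genes Fe_g40353, Fe_g40350 and Fe_g40351.1 were at 38.3 ± 15.98, 31.5 ± 9.61 and 15.3 ± 9.40 TPM (SD, n = 182). Among the other JOINTLESS-like genes, Fe_g18374 was at 33.2 ± 19.02 and Fe_g18375 at 30.6 ± 11.95 TPM (SD, n = 182). Fe_g18376 was at 8.76 ± 5.92 and Fe_g18373.1 at 4.51 ± 1.94 TPM (SD, n = 182). Several of these genes are paralogs, so reads may have been divided among them.

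Only Fe_g18379, a JOINTLESS-like gene, split the trees into separate clusters among the 11 MADS-box genes. The density of its level had a minimum at 2.20 TPM, where it fell to 25.1% of the lower peak. Below the minimum lay 76 of the 182 trees (41.8%), with a median of 0 TPM and a maximum of 2.12 TPM. Of these, 51 trees were listed at 0. The other trees had a median of 12.99 TPM and reached 23.7 TPM. Its values are reported within each side.

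**Figure D1:**
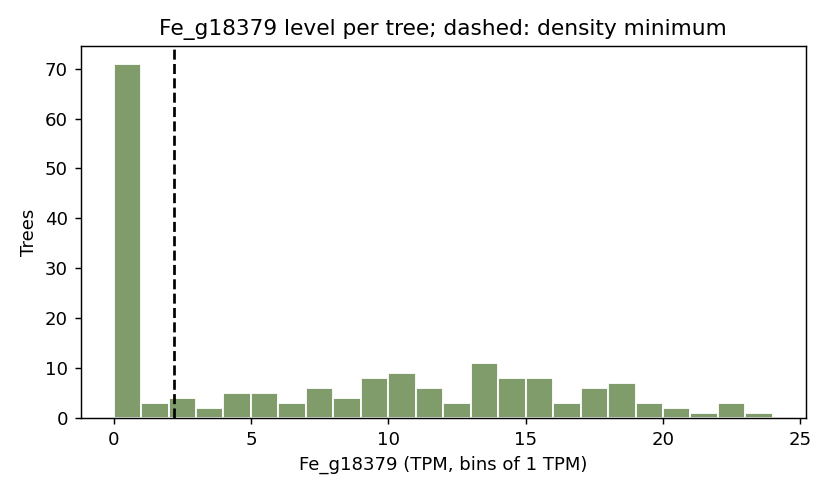
Number of trees by TPM of Fe_g18379 in leaves, for 182 trees in bins of 1 TPM. The dashed line marks the density minimum at 2.20 TPM, with 76 trees below it and the rest above.

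The MADS-box genes varied together across trees, and the SVP-like gene varied against the rest. On these same trees the study found that Fe_g19663 and Fe_g40353 fell with rising damage, whereas Fe_g22999 rose. Genes chosen for a relation to 1 trait tend to oppose each other where those relations have opposite signs, so that choice alone favours this sign. All 36 pairs among the SOC1-like and JOINTLESS-like genes other than Fe_g18379 were positively correlated, with Spearman's rho from 0.292 to 0.918. Fe_g22999 was negatively correlated with each of the 9 other genes measured over all trees. Its strongest relation was with Fe_g19663, with a rho of -0.831 (95% interval -0.864 to -0.784) and a Pearson's r of -0.809 (n = 182, permutation p = 1e-05 for both, the smallest possible, adjusted p = 1.4e-05). Without the 2 trees farthest from the median of Fe_g19663, r was -0.820. Fe_g40353 had a rho of -0.713 and an r of -0.697 with Fe_g22999 (permutation p = 1e-05 for both, adjusted p = 1.4e-05), and r was -0.694 without 2 such trees. Fe_g40350 had the weakest relation with Fe_g22999, at a rho of -0.290 (permutation p = 7e-05, adjusted p = 8.7e-05) and an r of -0.366 (permutation p = 1e-05, adjusted p = 1.4e-05), and r was -0.370 without 2 trees.

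**Figure D2:**
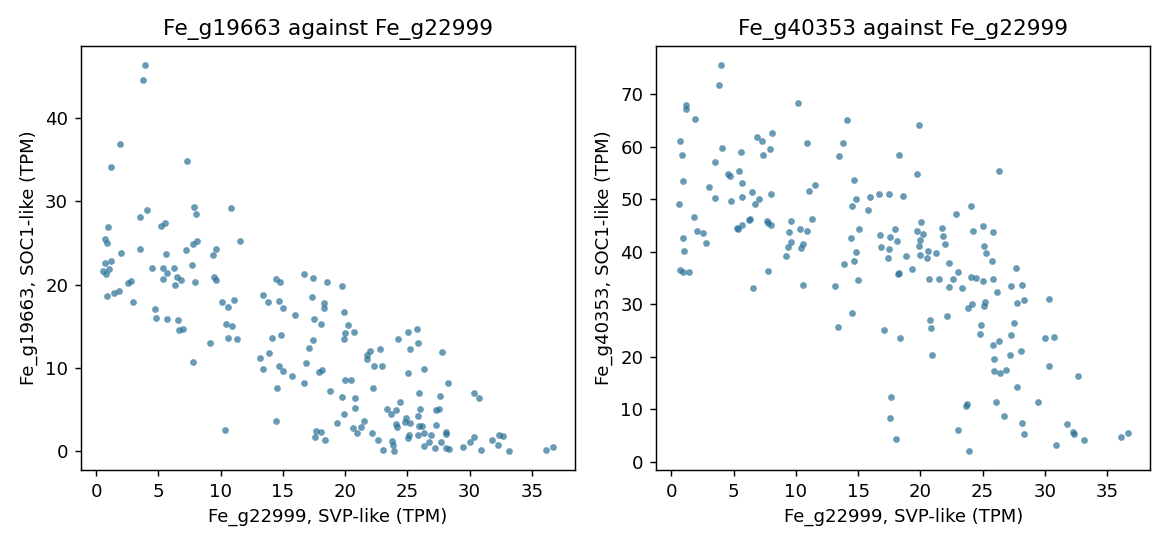
TPM of the SOC1-like genes Fe_g19663 (left) and Fe_g40353 (right) against TPM of the SVP-like gene Fe_g22999, with 1 point per tree (n = 182). Both fell with rising Fe_g22999, with Spearman's rho of -0.831 and -0.713.

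Fe_g19663 and Fe_g40353 rose together, with a rho of 0.810 and an r of 0.790 (n = 182, permutation p = 1e-05 for both, adjusted p = 1.4e-05), and r was 0.778 without 2 trees. The strongest relation of all was between the JOINTLESS-like genes Fe_g18375 and Fe_g18376, at a rho of 0.918 and an r of 0.886 (permutation p = 1e-05 for both, adjusted p = 1.4e-05), and r was 0.880 without 2 trees. In the trees above its minimum, Fe_g18379 was positively correlated with 7 genes and negatively with Fe_g22999, and the other 2 pairs, with Fe_g40350 and Fe_g36254, did not pass the test. With Fe_g22999 its rho was -0.396 (permutation p = 4e-05, adjusted p = 5.3e-05) and its r -0.427 (permutation p = 1e-05, adjusted p = 1.4e-05), and r was -0.415 without 2 trees. In the 76 trees below, 9 pairs were positive and the pair with Fe_g22999 was negative, with a rho of -0.345 (permutation p = 0.0022, adjusted p = 0.0024) and an r of -0.342 (permutation p = 0.0022, adjusted p = 0.0026), and r was -0.378 without 2 trees. Of these 76 trees, 51 were at 0 TPM for Fe_g18379 and none exceeded 2.12 TPM. All relations on this side therefore rest on tied values and values near the floor. Among these pairs 2 passed by rho but not by r. Fe_g36254 had a rho of 0.247 (permutation p = 0.032, adjusted p = 0.033) and an r of 0.194 (permutation p = 0.092, adjusted p = 0.095), and r was 0.266 without 2 trees and then passed (permutation p = 0.02, adjusted p = 0.022). In random subset 1 its rho turned to -0.0356. Fe_g40350 had a rho of 0.306 (permutation p = 0.0075, adjusted p = 0.0079) and an r of 0.216 (permutation p = 0.06, adjusted p = 0.063), and r was 0.206 without 2 trees and did not pass (permutation p = 0.077, adjusted p = 0.08). Below the minimum Fe_g19663 had a rho of 0.385 with Fe_g18379 (permutation p = 0.00057, adjusted p = 0.00063) and an r of 0.301 (permutation p = 0.0068, adjusted p = 0.0075). Without the 2 trees farthest from the median of Fe_g19663 r was 0.204 and did not pass (permutation p = 0.078, adjusted p = 0.08), so this call by r rested on 2 trees. No pair changed sign without 2 trees. The family held 65 tests. The study chose these genes on the same trees.

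**Figure D3:**
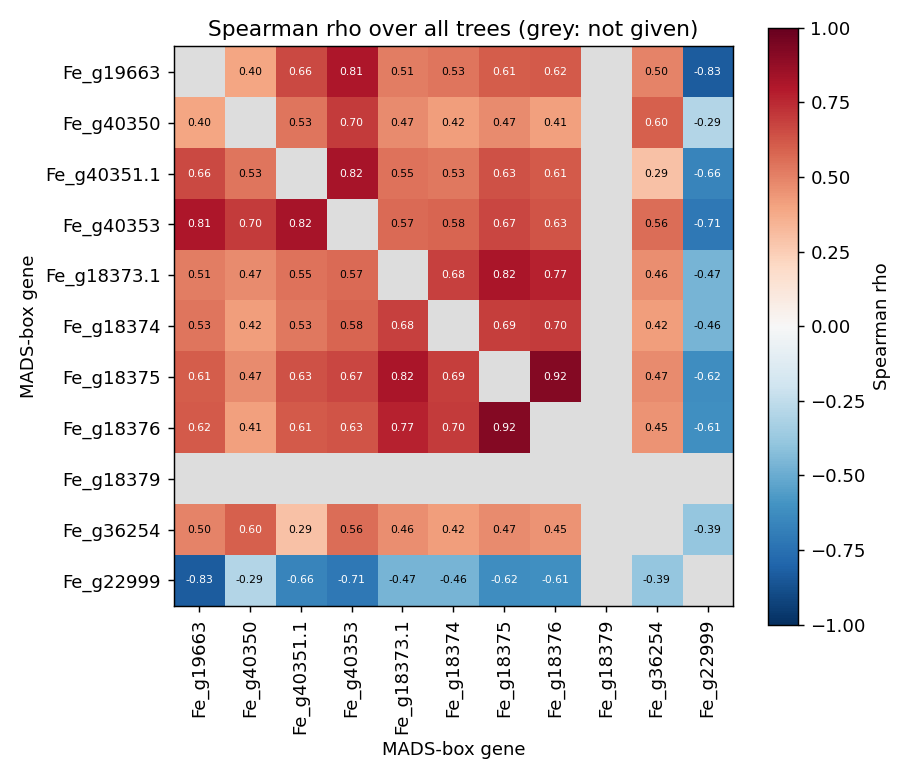
Spearman's rho between pairs of the 11 MADS-box genes over 182 trees, from -1 (blue) to 1 (red). Grey cells are not given, which holds for a gene with itself and for Fe_g18379, whose trees fell into separate clusters. The column of Fe_g22999 is negative throughout, from -0.831 to -0.290, and the other cells lie between 0.292 and 0.918.

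The identifiers of several of these genes are neighbours, and 3 genes that the study did not list lie between them by identifier. Fe_g18377, at 0.366 ± 0.477 TPM (SD, n = 182), followed Fe_g18376 with a rho of 0.779 and an r of 0.629 (permutation p = 1e-05 and adjusted p = 3.3e-05 for both), and r was 0.652 without 2 trees. It was not specific to this neighbour, since all 10 MADS-box genes compared passed with Fe_g18377 by rho and by r. With Fe_g22999 its rho was -0.597 and its r -0.528 (permutation p = 1e-05 and adjusted p = 3.3e-05 for both), and r was -0.531 without 2 trees. With Fe_g19663 its rho was 0.592 and its r 0.520 (permutation p = 1e-05 and adjusted p = 3.3e-05 for both), and r was 0.540 without 2 trees. Fe_g18378, at 10.5 ± 3.88 TPM (SD, n = 182), had a rho of -0.0299 with Fe_g18376 (permutation p = 0.69, adjusted p = 0.827) and an r of -0.0036 (permutation p = 0.96, adjusted p = 0.962), and r was -0.0300 without 2 trees. It was related to 3 MADS-box genes outside this run of identifiers. With Fe_g40351.1 its rho was -0.339 and its r -0.367 (permutation p = 1e-05 and adjusted p = 3.3e-05 for both), and r was -0.377 without 2 trees. With Fe_g36254 its rho was 0.240 (permutation p = 0.0011, adjusted p = 0.0028) and its r 0.231 (permutation p = 0.0017, adjusted p = 0.00415), and r was 0.204 without 2 trees. With Fe_g22999 its rho was 0.233 (permutation p = 0.0015, adjusted p = 0.00344) and its r 0.269 (permutation p = 0.00021, adjusted p = 0.00063), and r was 0.251 without 2 trees. Fe_g40352, at 0.406 ± 0.707 TPM (SD, n = 182), had a rho of 0.0257 with Fe_g40353 (permutation p = 0.73, adjusted p = 0.843) and an r of -0.0133 (permutation p = 0.86, adjusted p = 0.962), and r was -0.0673 without 2 trees. Fe_g40352 was at 0 TPM in 92 of the 182 trees and at 1 TPM or more in 16. Fe_g18377 was at 0 TPM in 83 trees and at 1 TPM or more in 21. Relations of these 2 genes therefore rest on many tied values and values near the floor. The family held 30 relations.

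Across all genes, the closest companions of Fe_g19663 were other MADS-box genes. Of 31002 genes tested, 11 had an r of 0.5 or more with it and 6 had an r of -0.5 or less. These numbers depended on the processing, with 10 and 24 genes after adjustment for 5 principal components and 18 and 16 in 1 of the random subsets of trees. The highest were Fe_g40353, with an r of 0.808 and a slope of 0.72 ± 0.04 log2(TPM + 1) per SD of Fe_g19663 (SE, limma adjusted p = 4.6e-39), and Fe_g40351.1, with an r of 0.743 (limma adjusted p = 2.02e-29). The lowest were Fe_g22999, with an r of -0.681 (limma adjusted p = 1.29e-22), and the AP2-domain gene Fe_g27900, with an r of -0.622 and a slope of -0.39 ± 0.04 (SE, limma adjusted p = 1.76e-17). With limma, 2533 genes rose and 1062 fell with Fe_g19663. After median-of-ratios scaling, 2761 rose and 2719 fell, and with 5 principal components as covariates 968 rose and 1464 fell.

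**Figure D4:**
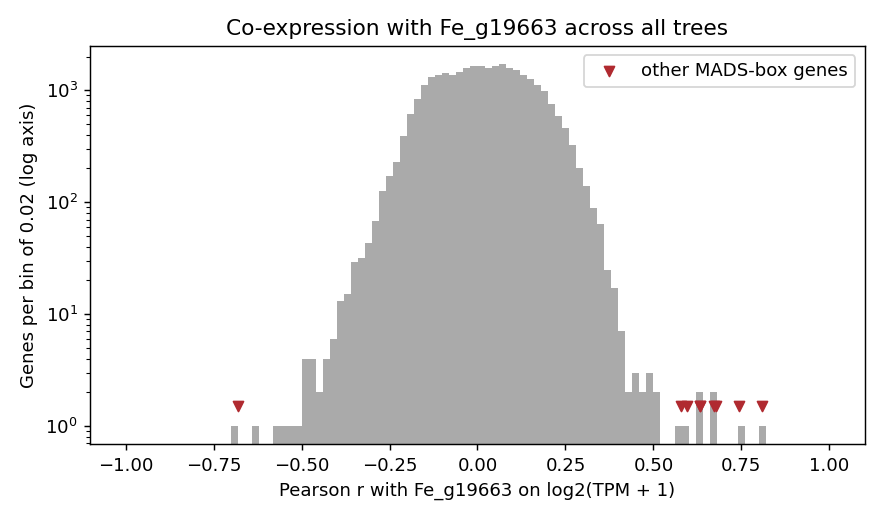
Pearson's r of each tested gene other than Fe_g18379 with Fe_g19663 on log2(TPM + 1) over 182 trees, as the number of genes per bin of 0.02 on a log axis. Triangles mark the other MADS-box genes, which lie at -0.681 for Fe_g22999 and from 0.578 to 0.808 for the rest.

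Among the 40 genes of the other lists, 17 rose and 8 fell with Fe_g19663. Of the 4 NF-YA and TOPLESS-related regulators, which are CCAAT-binding factors and co-repressors, 3 rose over all genes tested and 4 when adjusted over the list alone. The NF-YA genes Fe_g23914 and Fe_g14387 had an r of 0.496 (limma adjusted p = 1.81e-09) and 0.473 (limma adjusted p = 2.3e-08), and the TOPLESS-related Fe_g6059 had 0.386 (limma adjusted p = 3.34e-05). All 3 OVATE genes, which belong to a family of transcription repressors, fell in both counts, with an r of -0.406 for Fe_g34396, -0.384 for Fe_g34397 and -0.260 for Fe_g20799 (limma adjusted p of 6.93e-06, 3.12e-05 and 0.00955). Of the 4 genes for plastid pigments and isoprenoids, 3 fell and 1 did not pass in both counts. The isoprenoid kinase Fe_g39558 had an r of -0.356 and the divinyl reductase Fe_g5474, of chlorophyll synthesis, -0.354 (limma adjusted p of 0.00018 and 0.000195). The 5 AP2 and ethylene response genes did not move together, since 4 rose, with Fe_g44002 at an r of 0.488 (limma adjusted p = 2.73e-09), and Fe_g27900 fell, in both counts. Of 5 clock and light signalling genes, 3 rose in both counts, with the embryonic flower gene Fe_g10721 at 0.359 and the B-box gene Fe_g21102 at 0.235 (limma adjusted p of 0.000173 and 0.021). Of 4 auxin and membrane transport genes, 3 rose in both counts, with the membrane transport genes Fe_g28064 and Fe_g28062 at 0.329 and 0.324 (limma adjusted p of 0.000607 and 0.000751). Of 6 cell wall genes, 3 rose and 1 fell in both counts. The pectate lyase Fe_g35485.1 had an r of 0.334 and the xyloglucan endotransglycosylase Fe_g4298.2 0.3003 (limma adjusted p of 0.000694 and 0.00226), whereas the pectate lyase Fe_g17679.1 had -0.207 (limma adjusted p = 0.0444). Of 5 kinases, the cysteine-rich receptor-like kinase Fe_g38091 rose in both counts, at 0.206 (limma adjusted p = 0.0455). None of the 4 heat shock and chaperone genes passed with limma in either count, with r from -0.118 to 0.0954. Of these 4, 0 had an unadjusted p under 0.05, and 1 passed with rank correlation. Of the genes named here with Fe_g19663, Fe_g38091 lost its call after scaling, with 5 components, with adjustment for genes detected, at a pseudocount of 0.1 and unfiltered, and Fe_g17679.1 lost it at a pseudocount of 0.1 and unfiltered. In at least 1 random subset of trees both lost their calls, as did Fe_g10721, Fe_g20799, Fe_g21102, Fe_g28062, Fe_g28064, Fe_g35485.1, Fe_g4298.2, Fe_g5474 and Fe_g6059. These lists came from genes the study chose on these trees, so neither count is independent evidence of a direction. The median r was 0.430 for the regulators, 0.267 for the auxin and transport genes, 0.224 for the AP2 and ethylene genes, 0.214 for the clock genes and 0.174 for the cell wall genes. It was 0.152 for the kinases, 0.0731 for the heat shock genes, -0.282 for the plastid genes and -0.384 for the OVATE genes.

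Fe_g22999 showed the opposite picture for several lists. Since it was itself opposed to Fe_g19663, this picture is not separate from that of Fe_g19663. Its highest r was 0.605 with Fe_g27900 (limma adjusted p = 1.16e-15), followed by 0.603 with Fe_g20120, which has no annotation here (limma adjusted p = 1.42e-15). Its lowest r was with Fe_g19663, at -0.681, and Fe_g40351.1, at -0.516 (limma adjusted p = 1.52e-10). Of the 40 other list genes, 8 rose and 11 fell, and after median-of-ratios scaling 7 rose and 18 fell. All 3 OVATE genes rose in both counts, with r from 0.423 to 0.436. Of the regulators, 3 of 4 fell in both counts, with an r of -0.511 for Fe_g14387 and -0.437 for Fe_g23914 (limma adjusted p of 4.2e-10 and 3.08e-07). In the cell wall list 1 of 6 rose and 3 fell in both counts, with Fe_g17679.1 at 0.367 and Fe_g4298.2 at -0.271 (limma adjusted p of 2.05e-05 and 0.00113). Of the plastid genes 2 of 4 rose in both counts, Fe_g39558 at 0.383 and the coproporphyrinogen oxidase Fe_g32180 at 0.234 (limma adjusted p of 9.53e-06 and 0.00592). Of the auxin and transport genes 2 of 4 fell, and 3 when adjusted over the list alone, with Fe_g28062 at -0.287 and Fe_g28064 at -0.283 (limma adjusted p of 0.000577 and 0.00068). In the AP2 and ethylene list 1 rose and 2 fell in both counts, with Fe_g44002 at -0.341 (limma adjusted p = 6.71e-05). The chloroplast chaperonin Fe_g36128 rose, at 0.225 (limma adjusted p = 0.00722), and was the 1 call among 4 heat shock and chaperone genes in both counts. In the clock and light signalling list only Fe_g10721, annotated as an embryonic flower protein, passed in both counts, at -0.250 (limma adjusted p = 0.00288). The other 4 members of that list did not pass. No kinase of 5 passed with limma, where 1 had an unadjusted p under 0.05 and 1 passed with rank correlation. Without the 18 trees highest on the first component Fe_g36128, Fe_g32180, Fe_g28062, Fe_g4298.2 and Fe_g10721 lost their calls with Fe_g22999. Fe_g36128 also lost it with 5 components and Fe_g32180 after scaling. In at least 1 random subset these 5 genes, Fe_g28064, Fe_g17679.1 and Fe_g44002 lost theirs. These counts are no independent evidence either. Over all genes, 9247 rose and 4798 fell with limma, 45.3% of those tested, but only 17 had an r of 0.5 or more and 5 an r of -0.5 or less. By rank correlation these were 45 and 10, in 1 random subset of trees 40 and 9, after median-of-ratios scaling 7 and 8, and without the 18 trees highest on the first component 5 and 6, so the excess of positive values did not hold throughout. With 5 principal components as covariates 1437 rose and 484 fell, without the 18 trees highest on the first component 962 rose and 692 fell, and after median-of-ratios scaling 6607 rose and 6352 fell.

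On log2(TPM + 1), Fe_g40353 was most closely followed by the SOC1-like genes Fe_g40350, at an r of 0.911 and a slope of 0.59 ± 0.02 (SE, limma adjusted p = 5.75e-67), and Fe_g40351.1, at 0.901 (limma adjusted p = 1.34e-63). On TPM this order turned. Fe_g40351.1 had a rho of 0.822 and an r of 0.826, and r was 0.836 without 2 trees. Fe_g40350 had a rho of 0.702 and an r of 0.800, and r was 0.787 without 2 trees (permutation p = 1e-05 and adjusted p = 1.4e-05 for all). On log2(TPM + 1) the lowest r was -0.631 with Fe_g27900 (limma adjusted p = 2.87e-18) and -0.604 with Fe_g44077.1, which has no annotation here and a mean of 0.630 TPM (limma adjusted p = 1.17e-15). Of the 40 other list genes, 13 rose and 5 fell, and with 5 principal components as covariates 13 rose and 8 fell. The regulators again rose, 3 of 4 over all genes and 4 when adjusted over the list alone, with Fe_g23914 at 0.432 and Fe_g14387 at 0.408 (limma adjusted p of 1.03e-06 and 7.97e-06). Of the OVATE genes 2 fell, and 3 when adjusted over the list alone, with Fe_g34396 at -0.323 (limma adjusted p = 0.00107). Of the 5 clock and light signalling genes 3 rose in both counts, with Fe_g21102 at 0.349, Fe_g10721 at 0.325 and the response regulator Fe_g28326 at 0.308 (limma adjusted p of 0.000311, 0.00109 and 0.00263). Of the AP2 and ethylene genes 3 rose and 1 fell, and 4 rose and 1 fell when adjusted over the list alone. Of the auxin and transport genes 2 rose, and 3 when adjusted over the list alone. Of the plastid genes 2 fell, and 3 when adjusted over the list alone. In the cell wall list 2 rose, and 2 rose and 1 fell when adjusted over the list alone, while 5 of 6 passed by rank correlation. The kinases gave 0 calls with limma, and 1 when adjusted over the list alone, with 2 at an unadjusted p under 0.05 and 1 by rank correlation. The heat shock genes gave 0 with limma in both counts, with r from 0.0154 to 0.154, 1 at an unadjusted p under 0.05 and 1 by rank correlation. Of the genes named here, Fe_g23914, Fe_g14387, Fe_g34396, Fe_g21102, Fe_g10721 and Fe_g28326 lost their calls with Fe_g40353 in at least 1 random subset, and in no other alternative that tested them. The study chose these lists on the same trees. Over all genes 1449 rose and 365 fell with limma, 722 rose and 676 fell after median-of-ratios scaling, 1661 rose and 1783 fell with 5 principal components as covariates, and 7413 rose and 3437 fell with rank correlation.

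Among the trees above its minimum, Fe_g18379 was best followed by Fe_g40353, at an r of 0.532, and Fe_g3569.2, which has no annotation here, at 0.528 (limma adjusted p = 0.000111 for both). The lowest r was -0.494 with Fe_g33158.1 and -0.478 with Fe_g21601 (limma adjusted p of 0.000223 and 0.000287). All 4 regulators rose in both counts, with Fe_g14387 at 0.464, and Fe_g4298.2 of the cell wall list rose at 0.450 (limma adjusted p of 0.0004 and 0.000465). In all, 8 of the 40 other list genes rose and 3 fell. Over all genes 4967 rose and 1981 fell with limma, 16.02% and 6.39% of those tested. The shares among the list genes were not far from these. With 5 principal components as covariates 7 rose and 2 fell, none of the 40 list genes passed and Fe_g3569.2, Fe_g33158.1 and Fe_g21601 lost their calls, and after median-of-ratios scaling 5600 rose and 5703 fell. In 1 random subset all 6 genes named here, Fe_g40353 among them, lost their calls. Among the 76 trees below the minimum, 1 gene rose with limma, the JOINTLESS-like Fe_g18376 (r = 0.543, limma adjusted p = 0.00874), and 0 fell, while 806 genes had an unadjusted p under 0.05. Fe_g18376 lost its call in both random subsets, and 51 of these 76 trees were at 0 TPM for Fe_g18379.

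Genes of the same list varied together to different degrees. The 4 SOC1-like genes had a median pairwise r of 0.780 ± 0.024 (bootstrap SD, n = 182), and the JOINTLESS-like genes other than Fe_g18379 had 0.760 ± 0.026. All of these SOC1-like genes but Fe_g19663, and all of these JOINTLESS-like genes but Fe_g36254, lie in runs of neighbouring identifiers. The lowest r was 0.596 between Fe_g19663 and Fe_g40350, and 0.545 between Fe_g18376 and Fe_g36254. The 3 OVATE genes had a median of 0.739 ± 0.036, and 0.413 after removal of 5 principal components. Of these 3 genes, Fe_g34396 and Fe_g34397 have consecutive identifiers. The regulators, the kinases and the auxin and transport genes had medians of 0.499, 0.446 and 0.342. After removal of 5 components these were 0.230, 0.107 and 0.128, and after median-of-ratios scaling 0.478, 0.340 and 0.277. The clock and the plastid genes had 0.328 and 0.299, which were 0.219 and 0.332 after scaling and 0.268 and 0.199 after removal of 5 components. The AP2 and ethylene genes, the cell wall genes and the heat shock genes had medians of 0.0894, 0.112 and 0.0796, and after scaling 0.00242, 0.00962 and 0.0865. Since the study chose the members on these trees, a high median is no independent evidence that a list acts together. Within the heat shock list, the HSP90 gene Fe_g35175.1 and the small heat shock gene Fe_g3105 nonetheless had an r of 0.838.

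The first principal component of expression held 30.5% ± 2.71 (bootstrap SD) of the variance among trees and the second 4.79% ± 0.47. The OVATE genes had a median r of -0.662 with the first component, and the 4 regulators 0.411. The SOC1-like genes had a median of 0.0974 and Fe_g22999 an r of -0.329. The component rose with the share of TPM held by the 10 most abundant genes, with a rho of 0.733 and an r of 0.792 (n = 182, permutation p = 1e-05 for both, adjusted p of 4e-05 and 2e-05 over 4 measures), and r was 0.787 without the 2 most extreme trees.

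Some genes were expressed in part of the trees and all but silent in the rest. Of the 42665 gene models, 110 had a TPM under 0.1 in at least 18 trees, a TPM of 5 or more in at least 18 trees, and at most 9 trees between. With 2 TPM as the upper threshold 289 genes qualified, and with up to 18 trees between 202 did. The most even split was that of Fe_g9211, which was under 0.1 TPM in 89 trees and at 5 TPM or more in 89, with a median of 21.9 TPM in the latter. Fe_g8404 was under 0.1 TPM in 88 trees and at 5 TPM or more in 90. None of the 51 listed genes was among the 110. A tree expressed between 48 and 78 of these genes at 1 TPM or more, and the closest pair of trees shared the state of 84.5% of them, so no library appeared to be deposited more than once.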

Values the study reported

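The study reported that 175 genes were associated with ash dieback damage at an FDR of 0.05 or less across the 182 Danish trees, and that 11 of these were MADS-box genes. Its genome annotation held 43,392 gene models. Only Fe_g19663 passed the Bonferroni threshold in that test. In the study, Fe_g19663 and Fe_g40353 fell with rising damage and Fe_g22999 rose with it. For Fe_g18379 the study gave a similarity of 99% with an earlier marker gene for susceptibility. The average mapping rate of the Danish reads to the new genome was 84.5%.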

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

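The omission of the 18 trees highest on the first component, and the pooling of all trees for Fe_g18379, were chosen after the data were seen. The pairs among Fe_g19663, Fe_g40353 and Fe_g22999 kept their direction and their call in all alternatives run. Across the other MADS-box pairs and alternatives, 7 calls were lost and 1 was gained, all in pairs of Fe_g18379, and 1 pair turned, that of Fe_g18379 with Fe_g36254 below the minimum, from a rho of 0.247 to -0.0356 in subset 1. Of the calls of named genes with a lead gene, none changed direction. With 5 components 34 were lost (25.95% of these calls), 11 after scaling (8.40%), 13 without the 18 trees (9.92%), 9 at a pseudocount of 0.1 (6.87%) and 8 unfiltered (6.11%). With rank correlation 4 were lost (3.05%), with adjustment for genes detected 2 (1.53%), and 58 and 52 in subsets 1 and 2 (44.3% and 39.7%). At a pseudocount of 5 all were kept, and at a mean of 5 TPM 32.1% were not tested and the others were kept. Depth is unknown and sets no limit that can be stated. No paired analysis was possible because all trees form 1 group. Of the values below, those of gene counts are percentages of the genes tested. The subsets hold fewer trees and the stricter filter fewer genes, and otherwise the cause was not tested. Genes rising with Fe_g19663 made up 8.17%, and 5.20% at a pseudocount of 0.1, 8.75% at a mean of 5 TPM, 3.12% with 5 components, 13.2% with rank correlation, 0.258% in subset 1 and 1.58% in subset 2. Genes falling with Fe_g19663 made up 3.43%, and 1.83% at a pseudocount of 0.1, 5.77% at a pseudocount of 5, 8.77% after scaling, 6.77% with rank correlation, 0.258% in subset 1 and 0.513% in subset 2. An r of -0.5 or less with Fe_g19663 was held by 0.0194%, and 0.0774% with 5 components, 0.0516% in subset 2 and 0.0323% without the 18 trees. An r of 0.5 or more with Fe_g19663 was held by 0.0355%, and 0.0581% in subset 2. An r of 0.5 or more with Fe_g22999 was held by 0.0548%, and 0.0323% at a pseudocount of 0.1, 0.0475% at a mean of 5 TPM, 0.0226% after scaling, 0.145% with rank correlation, 0.129% in subset 2 and 0.0161% without the 18 trees. An r of -0.5 or less with Fe_g22999 was held by 0.0161%, and 0.00645% at a pseudocount of 0.1, 0.0258% at a pseudocount of 5, 0.0258% after scaling, 0.0323% with rank correlation and 0.0290% in subset 2. Genes falling with Fe_g22999 made up 15.5%, and 15.6% at a mean of 5 TPM, 1.56% with 5 components, 3.50% in subset 1, 7.67% in subset 2 and 2.23% without the 18 trees. Genes rising with Fe_g22999 made up 29.8%, and 4.64% with 5 components, 7.81% in subset 1 and 3.10% without the 18 trees. An r of -0.5 or less with Fe_g40353 was held by 0.0161%, and 0.00645% at a pseudocount of 0.1, 0.0158% at a mean of 5 TPM, 0.0290% after scaling, 0.0903% with 5 components, 0.0355% with rank correlation, 0.00968% in subset 1 and 0.0323% in subset 2. Genes falling with Fe_g40353 made up 1.18%, and 1.11% at a mean of 5 TPM, 2.18% after scaling, 5.75% with 5 components, 11.1% with rank correlation, 0.0581% in subset 1, 0.477% in subset 2 and 1.96% without the 18 trees. Genes rising with Fe_g40353 made up 4.67%, and 2.33% after scaling, 23.9% with rank correlation, 0.0806% in subset 1 and 2.13% in subset 2. An r of 0.5 or more with Fe_g40353 was held by 0.0355%, and 0.0548% with rank correlation and 0.0710% in subset 2. An r of 0.5 or more with Fe_g18379 above its minimum was held by 0.0290%, and 0.0548% at a pseudocount of 5, 0.00323% with 5 components, 0.258% with rank correlation, 0.364% in subset 1, 0.219% in subset 2 and 0.0613% without the 18 trees. An r of -0.5 or less with Fe_g18379 above its minimum was held by 0%, and 0.00323% at a pseudocount of 5, 0.00645% after scaling, 0.00645% with rank correlation, 0.0323% in subset 1, 0.0387% in subset 2 and 0.00968% with all trees pooled. Genes rising with Fe_g18379 above its minimum made up 16.02%, and 16.9% at a mean of 5 TPM, 0.0226% with 5 components, 25.4% with rank correlation, 5.31% in subset 1, 0.0161% in subset 2 and 3.74% with all trees pooled. Genes falling with Fe_g18379 above its minimum made up 6.39%, and 18.4% after scaling, 0.00645% with 5 components, 16.7% with rank correlation, 1.34% in subset 1, 0% in subset 2 and 13.5% without the 18 trees. An r of 0.5 or more with Fe_g18379 below its minimum was held by 0.00323%, and 0.00645% at a pseudocount of 0.1, 0.00993% unfiltered, 0.00645% with rank correlation, 0.0516% in subset 1 and 0.0226% in subset 2. Genes rising with Fe_g18379 below its minimum made up 0.00323%, and 0.0174% unfiltered, 0.00645% with rank correlation and 0% in subset 2. Genes falling with Fe_g18379 below its minimum made up 0%, and 0.00323% with 5 components. An r of -0.5 or less with Fe_g18379 below its minimum was held by 0%, and 0.00323% with 5 components, 0.0613% in subset 1 and 0.0323% in subset 2. Other list genes falling with Fe_g22999 numbered 11, and 18 after scaling. Other list genes falling with Fe_g40353 numbered 5, and 8 with 5 components. Other list genes rising with Fe_g18379 above its minimum numbered 8, and 0 with 5 components. Other list genes falling with Fe_g18379 above its minimum numbered 3, and 0 with 5 components. Within SOC1-like MADS-box, the median r was 0.780, and 0.811 with 5 components. Within clock and light signalling, the median r was 0.328, and 0.219 after scaling and 0.268 with 5 components. Within OVATE repressors, the median r was 0.739, and 0.413 with 5 components. Within AP2 and ethylene response factors, the median r was 0.0894, and 0.00242 after scaling. Within auxin response and membrane transport, the median r was 0.342, and 0.277 after scaling and 0.128 with 5 components. Within cell wall, the median r was 0.112, and 0.00962 after scaling. Within plastid pigment and isoprenoid, the median r was 0.299, and 0.199 with 5 components. Within protein kinases, the median r was 0.446, and 0.340 after scaling and 0.107 with 5 components. Within NF-YA and TOPLESS-related regulators, the median r was 0.499, and 0.230 with 5 components. Component 1 held 30.5%, and 22.4% at a pseudocount of 0.1 and 35.4% at a mean of 5 TPM. Component 2 held 4.79%, and 4.03% at a pseudocount of 0.1 and 9.004% at unit variance. On/off genes numbered 110, and 289 with 2 TPM as on and 202 with up to 18 trees between.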

Other observations

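The tests of chance for the trees below the minimum of Fe_g18379, of reads exchanged between MADS-box transcripts and of genes detected for the first component were chosen after the results they measure were seen.

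Genes that lie next to each other by identifier tended to vary together. Over 22065 pairs of consecutive identifiers the median r was 0.153, and 23.6% had an r above 0.5. At a distance of 2 identifiers the median was 0.0745 and the share was 11.9%, and at 50 they were 0.0455 and 7.62%. Consecutive genes within the lists had high values, with 0.857 for the cell wall genes Fe_g6398 and Fe_g6399 and 0.796 for the OVATE genes Fe_g34396 and Fe_g34397, and so did the membrane transport genes Fe_g28062 and Fe_g28064, 2 identifiers apart, with 0.918. These genes were picked out after their values were seen. Whether consecutive identifiers are adjacent in the genome was not examined.

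Tree Ash66 is the panel member in which DNA methylation was also profiled by the study, as a tree without damage. Its level of Fe_g19663 was 8.17 TPM, and 37.9% of the trees were lower. Its level of Fe_g22999 was 16.7 TPM, with 44.5% of the trees lower, and that of Fe_g40353 was 43.1 TPM, with 58.2% lower. Fe_g40351.1 stood high in this tree, at 32.7 TPM, with 95.1% lower. These are values of a single library.

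The SOC1-like and SVP-like genes stood opposed across trees, and rho between Fe_g19663 and Fe_g22999 was -0.831. The study chose these genes on the same trees for opposite relations to damage, which favours this sign. The first 5 principal components do not account for it, since rho was -0.857 after adjustment for them. Axes beyond these 5 were not examined. Neither does the number of genes detected account for it, with -0.836. After scaling between trees rho was -0.863. A factor shared by both genes of a tree moves them in the same direction, so this value was no test of their opposition. Reads exchanged between similar transcripts stay open, because coding lengths and sequences were not used. An exchange at equal coding lengths would give a slope near -1, and the summed TPM of the 4 SOC1-like genes changed by -3.05 per TPM of Fe_g22999 (SE 0.219) but Fe_g19663 alone by -0.830 (SE 0.045). No biological explanation was tested, since the labels give no leaf age, season or damage. The study states that RNA was sampled at flushing, but how far each tree had flushed was not in the labels.

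The genes that were on in some trees and off in others may reflect variants between trees, or alleles that differ from the reference. The number of such genes that were on in a tree had a rho of 0.0305 with the number of other genes detected (permutation p = 0.68) and an r of 0.0663 (permutation p = 0.37, and 0.048 without 2 trees), which argues against library complexity as the whole cause. Segments that span neighbouring genes cannot be told apart from single-gene variants. Only 3 pairs of these genes had identifiers at most 2 apart, with a median correlation of state of 0.246.

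The first component rose with the share of the 10 most abundant genes, with a rho of 0.733, and fell with the scale factor of a tree, with a rho of -0.203 (permutation p = 0.0059, adjusted p = 0.012) and an r of -0.397 (permutation p = 1e-05, adjusted p = 2e-05, and -0.339 without 2 trees). A few abundant genes shifting all other TPM values are nonetheless not its whole cause, since its share of variance was 31.2% after median-of-ratios scaling. Its rho with the number of genes detected was 0.0984, so detection is not the cause either. A difference in handling, sampling time or relatedness of the trees stays open, and none of these was in the labels used.

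Most of the counts of co-expressed genes were rarely reached when the lead gene was permuted over trees. The permutations treated trees as independent, so they could not test relatedness. The study also chose the MADS-box genes among those counted on these trees. For Fe_g22999, Fe_g40353 and the trees above the minimum of Fe_g18379, only 1 arrangement, the real one, gave as many calls among it and 100 permutations of the lead gene over trees. The highest of the 100 permutations called 1, 6 and 1 genes. For Fe_g19663, 2 of these arrangements gave as many, because 1 permutation called 4674 genes against 3595 in the real data, and why it did was not tested. For the counts at an absolute r of 0.5 or more, of 17, 22, 16 and 9 genes with Fe_g19663, Fe_g22999, Fe_g40353 and Fe_g18379 above its minimum, only 1 arrangement gave as many, the real one, and the highest permutation had 0. Below the minimum of Fe_g18379, 15 arrangements called at least the 1 gene found, and the highest called 399. The count there was within what permutation gave, and chance is not excluded.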
